A study of Homo sapiens with 6 samples.

How the data were processed

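The data came from frozen sections of human tonsil, each 10 µm thick, on which RNA and pairs of neighbouring proteins were read together on spatially barcoded spots. RNA was captured on Visium slides. Proteins were read by Spatial Prox-seq, a proximity ligation assay (PLA) in which DNA-barcoded antibody probes that lie close together are joined into one readable product. A product is written here as first probe:second probe. The 3 sections used were A1 and B1 from donor 1 and D1 from donor 2, and each gave 1 RNA library and 1 PLA library that shared spot barcodes. Other samples of the series were not analysed here.

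For RNA, the authors made the count of unique molecules per gene and spot with Space Ranger 2.0.1, per the file headers. The genome build was GRCh38, per the submitters' processing notes. The deposited PLA tables hold a whole-number count per product and spot. How PLA reads were collapsed to counts, and which antibody clones the probes carried, was not given in the sources used here. The deposited tables were raw counts with no scaling, and spots outside the tissue had been removed by the authors.

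Spots were kept when they held at least 500 RNA counts, which dropped 35 of 3218 spots in A1, 12 of 3204 in B1 and 45 of 2665 in D1. PLA sums also required at least 50 PLA counts, which left out 1 further spot, in B1. Genes of the Y chromosome, XIST and TSIX were left out of all sums. Positions of named genes came from a RefSeq table of assembly GRCh38.p14, looked up by the symbol that the files pair with each Ensembl ID, since that table held 0 Ensembl IDs. Of 38502 genes looked up, 25014 had their symbol in the table, and 202 of the 203 named genes had a position.

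Regions were defined from RNA alone. Counts of 63 marker genes in 8 lists, fixed before the data were examined, were scaled to 10000 per spot, log-transformed with log1p, and standardised within each section with values limited to 5 SD. A total of 20 principal components, a graph of 15 nearest neighbours and Leiden clustering at resolution 1 with seed 1 gave 9 clusters (scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). A cluster took the name of a list when at least 3 of the list's markers were at least 1.5-fold above the other spots and the list led the next by 0.2 in mean log2 fold. These naming thresholds were set after the clusters were seen. Cells were not separated, so a spot can hold several cell types, and no doublet caller was run.

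Within the germinal centre of each section, spots were ranked by the mean standardised level of 7 dark zone anchors (MKI67, TOP2A, CDC20, CCNB1, HMMR and PLK1 among them) minus that of 6 light zone anchors (CD83, BCL2A1, LMO2, FDCSP, CLU, CXCL13). The ranking was divided into 3 equal parts, and the highest part is called the dark side and the lowest the light side. The sides are parts of a continuous range and are not cell types. Marker genes and anchors were left out of the tests that they defined. Genes that vary with them were not, and the RNA tests ran on the spots and counts that defined the regions, so the number of RNA calls is partly set by that choice; PLA counts defined no region.

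The donor was the replicate. Counts of all spots of a region were summed per donor, and regions were compared within donors with donor as a block, so n was 2 donors. The pairing by donor came from the labels. The correlation of deviations from the mean profile was 0.469 between regions of the same section, 0.162 between sections of the same donor and -0.408 between donors for RNA. For PLA products these values were 0.708, 0.00681 and -0.500. The mean profile includes the sections compared, which by itself pulls correlations between sections below 0. The negative values are therefore not read as donors being opposite, and they do not test the pairing. Values are printed as mean ± SD over the 3 sections, of which 2 share a donor. Fold changes are printed as log2 ± the standard error of the fit.

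RNA, proteins and PLA products were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over all features tested. RNA was scaled by TMM and PLA data by total count. All regions entered one fit, and the 3 parts of the germinal centre had a fit of their own. The contrast against other regions subtracts the equal-weighted log mean of those regions. The printed level of other regions is the equal-weighted mean of their unlogged levels. A fold change therefore differs from the ratio of the printed levels where 1 region dominates. RNA was called at an adjusted p under 0.05 and at least 2-fold, or 1.5-fold between the dark and light sides; proteins and products were called at an adjusted p under 0.05. The level of a protein is its percentage of all probe counts, where each product adds 1 count to each of its 2 proteins. Proximity was the observed count of a product over the count expected from the totals of its first and second probes in each spot. It was tested with limma 3.58.1 on log2 ratios with a pseudocount of 1, for products with an expected count of at least 10 in every donor and region. Proximity above chance also required a ratio of at least 1.5 in each section. Co-expression of a pair of proteins by some cells of a spot raises this ratio too, so it is no proof of contact.

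A set of 26 gene lists (304 genes), fixed before the data were examined, was tested with camera of limma at a preset correlation of 0.01, again with an estimated correlation, and with fry. Adjustment was over the lists. They cover S phase, G2/M, somatic hypermutation and its repair, dark zone transcription factors and surface genes, light zone activation, follicular helper T cells, other follicular dendritic cell genes, other T cell genes, cytotoxic lymphocytes, regulatory T cells, pan B cells, memory B cells, other plasma cell genes, other macrophage genes, dendritic cells, MHC class II presentation, interferon response, other epithelial, endothelial, and fibroblast and muscle genes, mast cells, neutrophils, red blood cells, oxidative phosphorylation, the cytosolic ribosome, and stress response. The S phase, G2/M, somatic hypermutation and dark zone lists share biology with the dark anchors. The light zone activation, follicular helper T cell and other follicular dendritic cell lists share it with the light anchors. The direction of these 7 lists between the sides is therefore not independent of the ranking.

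Named genes followed a rule fixed before the data were examined. It took the 10 highest and 10 lowest called genes per comparison with the same direction in all 3 sections and at least 20 CPM (counts scaled by library depth) on the higher side, plus up to 4 examples per gene list. For proteins, products and proximities it took the 8 highest and 8 lowest called (all proteins if at most 12), and for correlations the 5 at each end. Immunoglobulin segments and mitochondrial genes were never named.

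The tests were tried on simulated data in which a known fraction of features was changed, using the real sums of each comparison. For RNA, 22 of 67 genes changed 2-fold, the size required for a call, and 62 of 66 changed 4-fold were found in the germinal centre against other regions, with 1 false call in a simulation of 16004 genes. Between the sides, 56 of 67 genes changed 2-fold were found, with 0 false calls in 15300 genes. For products between the sides, 62 of 67 changed 2-fold were found with 14 false calls in 1151 products. In a first version of this simulation the changed products included abundant ones, and most unchanged products were called. The simulation was then limited to products under 0.1% of counts, and the effect of abundant products was simulated apart. Lowering the products of CD21 and CD35 1.5-fold made 482 of 1011 unchanged products rise between the sides, 56 of 1061 in the germinal centre against other regions and 13 of 1059 against the mantle. The measured falls between the sides were smaller, -0.10 for CD21 and -0.24 for CD35 on the log2 scale, and against other regions both proteins rose, so these counts do not measure the size of the effect in the data. Camera found 2 of 2 changed lists in either comparison at the preset correlation, and with an estimated correlation 2 of 2 in the germinal centre and 0 of 2 between the sides.

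The alternatives tried were DESeq2 1.42.0 with its size factors, total-count or TMM scaling, no filter on low counts, no replicate block, sums per section, leaving out each section, Leiden resolutions 0.6 and 1.5, 2 equal parts of the germinal centre in place of 3, light anchors of B cells only, other pseudocounts (0.5 and 5), a minimum expected count of 50, an expected count per region in place of per spot, and no PLA minimum. Chosen after seeing the data were leaving out a low-count unnamed cluster, counting the follicular dendritic cell network as germinal centre, leaving CD21 and CD35 out of the PLA total, and the block and section alternatives of the gene lists. Differences between sections or donors were given as values with no test, since donor 2 had 1 section. Tables and plots used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.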

Results

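The data were 3 sections of human tonsil, each read for RNA and for pairs of neighbouring proteins on the same spots. Sections A1 and B1 came from donor 1 and section D1 from donor 2. After filtering, A1 held 3183 spots, B1 3192 and D1 2620. Before filtering the RNA libraries held 45030648 counts in A1, 50861633 in B1 and 38034924 in D1, and kept spots had a median of 14496, 15959.5 and 14738. The PLA libraries held 23020283, 17842945 and 15453076 counts, and kept spots had a median of 6448, 5431.5 and 5386.5. The probes covered 33 protein names, among them 3 mouse isotype controls (mIgG1, mIgG2a, mIgG2b) that measure background and a probe named HIgG, whose target the labels do not explain. The 3 PLA libraries shared 1588 products. The questions were how the germinal centre, where B cells divide, mutate their antibody genes and are selected, differs from the rest of the tonsil, and how its inside is ordered from the dark zone of division to the light zone of selection.

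Of the 9 clusters of spots, 7 could be named by their leading marker genes, which gave 6 regions. The germinal centre held 27.01% ± 1.44 of spots (SD, n = 3 sections) and was made of 2 clusters, one led by SERPINA9, FCAMR and CALB1 and one by MME, MYBL1 and SUGCT. The T cell zone held 16.3% ± 1.19, the stroma and vessel region 16.8% ± 3.64, the epithelium 10.5% ± 3.37 and the follicular dendritic cell network 4.61% ± 0.613. The stroma and vessel region was led by CCL14, CD163, MGP and TIMP3. The region named by mantle and naive B cell markers is called the mantle. Among the named regions it varied most relative to its mean, from 16.5% in B1 and 12.5% in A1 to 5.80% in D1. It held few of the spots 1 step outside the germinal centre, 1.91% in A1, 5.14% in B1 and 7.79% in D1. Thresholds set after the clusters were seen left 2 clusters unnamed. One, led by LUM, DIO2, DCN, IL22RA2 and IGHD, held 10.8% of spots in A1, 11.1% in B1 and 5.92% in D1. The other had a median of 1577 RNA counts per spot and held 3.14%, 2.38% and 6.53%. Germinal centre spots formed 31 patches in A1, 27 in B1 and 22 in D1, of which 13, 13 and 10 had at least 10 spots.

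**Figure D1:**
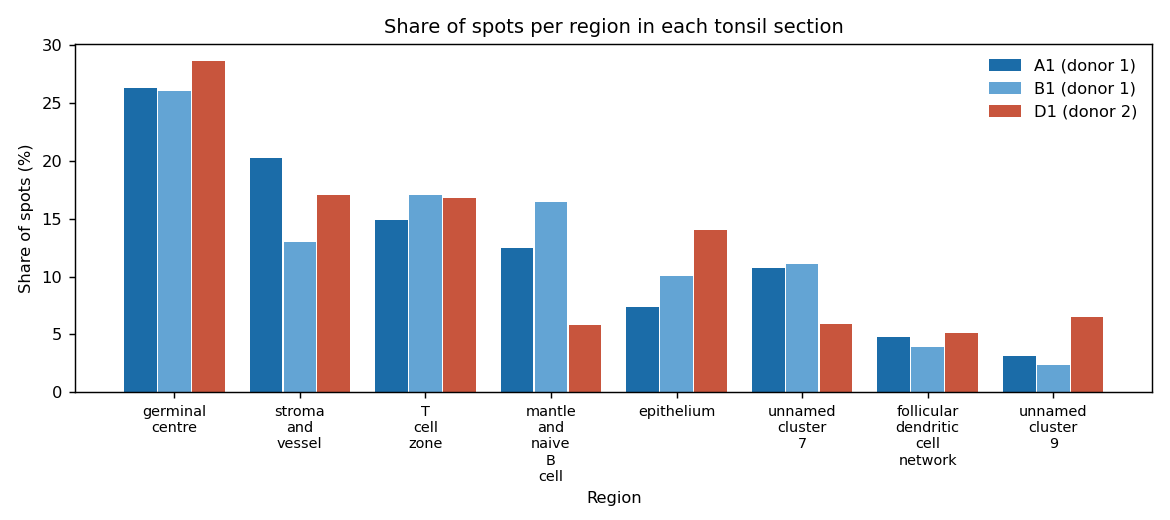
Share of spots (%, vertical axis) in each named region and unnamed cluster (horizontal axis) for sections A1, B1 and D1, shown as bars from 0. The germinal centre is the largest region in each section, at 26.3%, 26.03% and 28.7%.

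The germinal centre was set against the other regions to find the genes that mark it beyond the markers used to define it. In RNA, 2226 of 16510 genes were called, 1099 higher and 1127 lower, and 2206 of them had the same direction in all 3 sections. Among the highest was MME (CD10, a surface metallopeptidase), at 131 ± 35.1 CPM against 28.2 ± 7.61, a log2 change of 2.54 ± 0.09 (adjusted p = 4.45e-16, edgeR, n = 2 donors). MME (ENSG00000196549) lies on chromosome 3 from 155024202 to 155183729 of GRCh38. CAMK2B (ENSG00000058404, chromosome 7, 44217154 to 44326013), a kinase that responds to calcium and calmodulin, rose by 2.89 ± 0.14 on the log2 scale and CAMK1 (ENSG00000134072, chromosome 3, 9757347 to 9769947) by 2.47 ± 0.09. CAMK1 stood at 93.7 ± 11.8 CPM against 19.1 ± 4.09. The calcium-binding CALB1 (ENSG00000104327, chromosome 8, 90058608 to 90082879) rose by 2.62 ± 0.12, to 60.8 ± 15.1 CPM. SUGCT, a mitochondrial CoA transferase, rose by 2.53 ± 0.11, SERPINA5, the protein C inhibitor, by 2.55 ± 0.15 and TUBB3, a β-tubulin, by 2.49 ± 0.13. CCDC144BP, a pseudogene whose reads may be shared with its paralogs, had a log2 change of 2.93 ± 0.15.

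Other genes were lower in the germinal centre. CCL20 (ENSG00000115009, chromosome 2, 227813842 to 227817556), the ligand of CCR6, was at 2.43 ± 0.779 CPM against 56.0 ± 14.2, a log2 change of -2.83 ± 0.31 (adjusted p = 3.85e-08). The decoy interleukin-1 receptor IL1R2 changed by -3.26 ± 0.37, the protease inhibitor SPINK5 by -2.45 ± 0.34 and the claudin CLDN10 by -2.40 ± 0.33. MIR205HG, the host gene of miR-205, was at 7.80 ± 0.208 CPM against 325 ± 96.8. Its log2 change was -2.92 ± 0.26, smaller than the ratio of these levels. The fit averages log levels over the other regions, the printed level averages unlogged ones, and the gene's counts come mostly from the epithelium.

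Of the 26 fixed gene lists, 14 were called at the preset correlation, 5 higher and 9 lower. None of the 26 was called with an estimated correlation, where 10 lists had an unadjusted p under 0.05. All 20 tested G2/M genes rose (median log2 1.59, adjusted p = 4.65e-48, or adjusted p = 0.0671 with an estimated correlation), led by CCNB2 at 1.98 ± 0.08, CENPE at 1.75 ± 0.09 and CENPF at 1.74 ± 0.08. In the S phase list 12 of 18 rose (median 1.21, adjusted p = 1.55e-24, or adjusted p = 0.0671 with an estimated correlation), among them the helicase subunit MCM4 at 1.48 ± 0.07 and thymidine kinase TK1 at 1.42 ± 0.11. In somatic hypermutation and its repair, 3 of 13 rose (median 0.66, adjusted p = 9.75e-05, or adjusted p = 0.105 with an estimated correlation). These were the exonuclease EXO1 at 1.24 ± 0.15, the mismatch sensor MSH6 at 1.11 ± 0.07 and the polymerase POLH at 1.04 ± 0.08, while APEX1 was at -0.33 ± 0.07, short of a 2-fold fall. Of 10 dark zone genes 4 rose, with EZH2, the histone methyltransferase, at 1.41 ± 0.07 and BACH2 at 1.08 ± 0.08 (list adjusted p = 0.00142, or adjusted p = 0.0747 with an estimated correlation). FOXP1 was at -0.66 ± 0.10 and not called. The oxidative phosphorylation list was shifted up as a whole (median 0.38, adjusted p = 0.000502, or adjusted p = 0.110 with an estimated correlation) with its members below 2-fold, such as NDUFA4 at 0.56 ± 0.07.

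Several lists of other cell types were called lower by camera. Of 11 cytotoxic genes 9 fell, with GNLY at -2.42 ± 0.23, GZMA at -1.99 ± 0.25 and GZMK at -1.80 ± 0.18 (list adjusted p = 3.94e-06, or adjusted p = 0.0671 with an estimated correlation). In the memory B cell list 4 of 8 fell, among them the BAFF and APRIL receptor TNFRSF13B at -2.27 ± 0.13, FCRL4 at -1.84 ± 0.16 and the oxysterol receptor GPR183 at -1.43 ± 0.10, while CD80 rose by 1.11 ± 0.15 (list adjusted p = 4.73e-05, or adjusted p = 0.0671 with an estimated correlation). In the interferon list 6 of 12 fell, with IFI44L at -1.79 ± 0.09, IFITM1 at -1.59 ± 0.11 and ISG15 at -1.33 ± 0.16 (adjusted p = 1.5e-08, or adjusted p = 0.0838 with an estimated correlation). The plasmacytoid genes LILRA4 at -1.64 ± 0.19 and IL3RA at -1.58 ± 0.13 were among 6 of 11 dendritic cell genes that fell (adjusted p = 0.00114, or adjusted p = 0.178 with an estimated correlation). In the epithelial list 10 of 13 fell, with KRT17 at -2.90 ± 0.46 (adjusted p = 5.37e-05). The endothelial list had a median of -0.76 (adjusted p = 0.000502) with ACKR1 at -1.08 ± 0.12, and the fibroblast and muscle list a median of -0.62 (adjusted p = 0.0350) with TAGLN at -1.32 ± 0.09. Only 2 of 12 fibroblast and muscle genes were called lower. Counts summed over that list changed by 0.0637 on the log2 scale in A1, 0.0270 in B1 and -0.0539 in D1, so the sum did not follow the median. With an estimated correlation the epithelial, endothelial and fibroblast lists each had an adjusted p = 0.178. The other T cell genes (median -0.83, adjusted p = 2.77e-07, or adjusted p = 0.0671 with an estimated correlation) included CD6 at -1.13 ± 0.09. The stress list (median -0.68, adjusted p = 0.00454, or adjusted p = 0.0720 with an estimated correlation) included JUN at -1.42 ± 0.12.

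The other 12 lists were not called by camera against other regions. Of them fry called 4, namely light zone activation (adjusted p = 0.0366), mast cells (0.0202), neutrophils (0.0339) and red blood cells (0.0181). Light zone activation had a median of 0.17 (adjusted p = 0.515), with CCL22 the 1 gene called, at -1.10 ± 0.16. Follicular helper T cell genes had a median of -0.03 but a mean of 0.09 and an upward test (adjusted p = 0.836), and TOX rose by 1.14 ± 0.08. Other follicular dendritic cell genes went both ways (median -0.55, adjusted p = 0.819): FCAMR, an Fc receptor for IgA and IgM, rose by 2.40 ± 0.09, while CXCL14 stood at 121 ± 23.7 CPM against 260 ± 24.8 and was called lower. The other regions included the follicular dendritic cell network, whose leading genes included FDCSP, FCAMR, CXCL13 and PDCD1. Counting it as germinal centre was not tried for gene lists. The light zone, follicular helper and follicular dendritic cell lists may therefore be set partly against related tissue. Pan B cell genes (median 0.25, adjusted p = 0.350) included VPREB3 at 1.37 ± 0.09 and CD24 at -1.17 ± 0.09. Other plasma cell genes (median 0.09, adjusted p = 0.214) included CD38 at 1.62 ± 0.09 and POU2AF1 at 1.04 ± 0.09. The lists of regulatory T cells (adjusted p = 0.707, FOXP3 at -1.38 ± 0.41), macrophages (0.765), MHC class II presentation (0.821), mast cells (0.350), neutrophils (0.147, S100A9 at -2.36 ± 0.32), red blood cells (0.501, HBA1 at -2.03 ± 0.41) and the ribosome (0.203) were not called either. Adjusted over the list alone, the number of called members was the same as over all genes in each list except red blood cells, where it was 2 in place of 1. Fry, which asks whether a list's genes move one way on balance without comparing them with other genes, gave an adjusted p of 3.08e-05 for G2/M and 3.5e-05 for somatic hypermutation.

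**Figure D2:**
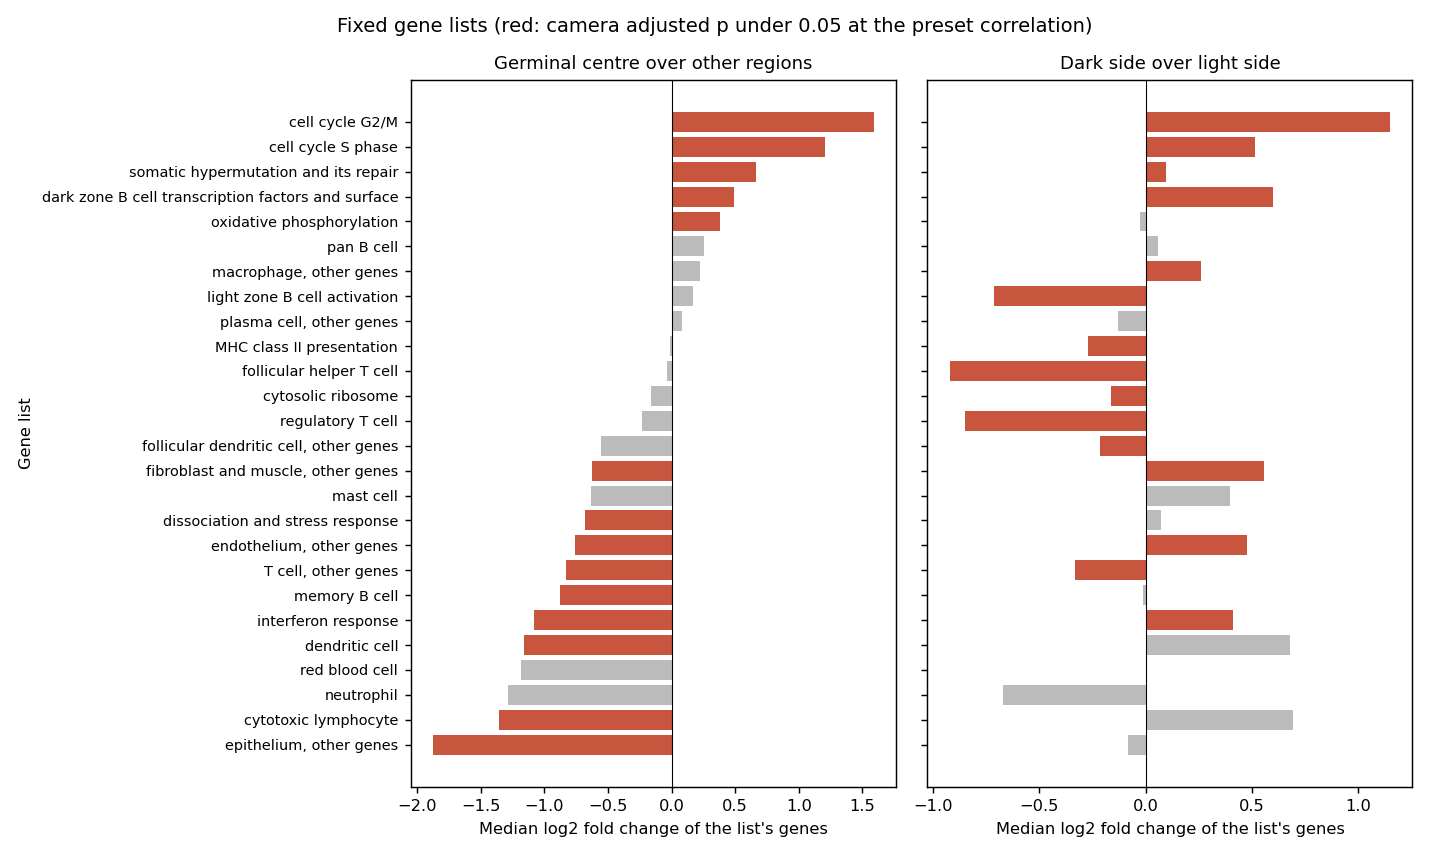
Median log2 change (horizontal axis) of each fixed gene list (vertical axis), for the germinal centre over other regions and for the dark side over the light side of the germinal centre. Bars start at 0 and are red where the camera adjusted p was under 0.05; the G2/M list is at 1.59 and 1.15.

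Against the mantle, the region of mantle and naive B cell markers, 2328 genes were called. Of these, 1417 were higher in the germinal centre and 911 lower, and 2268 had the same direction in all 3 sections. MME stood at 131 ± 35.1 CPM against 9.42 ± 1.49 (log2 3.72 ± 0.17, adjusted p = 5.90e-14). NUGGC (ENSG00000189233, chromosome 8, 28021964 to 28083936), a nuclear GTPase of germinal centre B cells, stood at 59.2 ± 2.32 CPM against 5.04 ± 3.15 (log2 3.67 ± 0.29, adjusted p = 1.82e-10). CAMK2B rose by 4.32 ± 0.28, the calcium-activated potassium channel KCNN3 by 3.68 ± 0.27, SUGCT by 3.59 ± 0.20, TUBB3 by 3.53 ± 0.24, and CFAP20DC, MED12L and SYBU by 3.93 ± 0.23, 3.54 ± 0.20 and 3.53 ± 0.20. On the mantle side, ABCB4 (ENSG00000005471, chromosome 7, 87365896 to 87476027), a phospholipid transporter, stood at 43.9 ± 2.41 CPM against 5.15 ± 0.678 in the germinal centre (log2 -3.17 ± 0.18, adjusted p = 1.09e-12). SIGLEC14, a sialic acid receptor whose reads may be shared with its close paralog SIGLEC5, stood at 109 ± 41.3 CPM against 15.5 ± 7.08 (log2 -2.94 ± 0.12, adjusted p = 1.08e-14). STEAP1B changed by -3.84 ± 0.23, LCN10 by -3.42 ± 0.20, the membrane metalloproteinase MMP17 by -3.26 ± 0.23, the kinase MATK by -3.10 ± 0.23, the sodium channel SCN3A by -2.99 ± 0.18 and the protocadherin PCDH9 by -2.92 ± 0.19.

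Within the germinal centre, the dark and light sides were compared to see how genes not used for the ranking follow it. The ranking covered 838 spots in A1, 831 in B1 and 751 in D1, and each side is a part of a range, not a type. Within 0.1 of the dark boundary lay 50, 55 and 39 spots, and within 0.1 of the light boundary 40, 62 and 61. In RNA, 1776 of 15499 genes were called, 1024 higher in the dark side and 752 lower, 1744 of them in the same direction in all 3 sections. With no block for the pairing by donor, 59 genes were called, and DESeq2 with the block called 995, of which 596 were higher and 399 lower. The chemokine CXCL12 (ENSG00000107562, chromosome 10, 44370165 to 44385097), ligand of CXCR4, stood at 206 ± 48.7 CPM in the dark side against 60.6 ± 22.8 (log2 1.73 ± 0.07, adjusted p = 6.92e-14). KANK2 (ENSG00000197256, chromosome 19, 11164270 to 11197865) stood at 47.6 ± 7.52 CPM against 8.69 ± 1.97 (log2 2.43 ± 0.13, adjusted p = 2.98e-12). Other genes higher in the dark side were the matrix genes DPT at 1.92 ± 0.10 and MGP at 1.86 ± 0.11, the metalloproteinase inhibitor TIMP3 at 1.80 ± 0.09, IGFBP5 at 1.79 ± 0.08, the complement gene C7 at 1.72 ± 0.15, the secreted peroxidase GPX3 at 2.07 ± 0.19, and the transcription factor POU4F1 at 2.07 ± 0.18. MGP, TIMP3 and CXCL12 were also among the leading genes of the stroma and vessel region. Dark spots lay 1 step inside the border in 64.9% of cases, against 34.8% of light spots. Of the genes named in this paragraph, a contribution from border spots was examined for CXCL12 only.

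On the light side, CALB1 stood at 99.4 ± 24.8 CPM against 20.8 ± 7.56 in the dark side (log2 -2.25 ± 0.09, adjusted p = 6.18e-14). FCAMR (ENSG00000162897, chromosome 1, 206957967 to 206970638) stood at 250 ± 13.0 CPM against 75.7 ± 3.57 (log2 -1.75 ± 0.07, adjusted p = 3.83e-14). EGR2 (ENSG00000122877, chromosome 10, 62811996 to 62819167), a transcription factor induced by receptor signalling, stood at 86.5 ± 13.4 CPM against 25.04 ± 6.46 (log2 -1.80 ± 0.09, adjusted p = 1.26e-12). The cytokine subunit EBI3 changed by -1.93 ± 0.14, CHI3L1 by -2.09 ± 0.12, the protease PAPPA by -1.80 ± 0.11, the phosphatase DUSP2 by -1.64 ± 0.07 and ALPK2 by -1.62 ± 0.09.

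Of 25 gene lists tested between the sides, 15 were called at the preset correlation, 8 higher in the dark side and 7 lower. None was called with an estimated correlation, where 5 had an unadjusted p under 0.05. All 20 G2/M genes were higher in the dark side (median 1.15, adjusted p = 5.03e-73, or adjusted p = 0.158 with an estimated correlation), with CENPF at 1.63 ± 0.07 and UBE2C at 1.32 ± 0.08. Of 18 S phase genes 7 were higher (median 0.51, adjusted p = 1.14e-18, or adjusted p = 0.240 with an estimated correlation), with CDT1 at 0.96 ± 0.11 and TYMS at 0.86 ± 0.07. Of 10 dark zone genes 5 were higher (median 0.60, adjusted p = 1.07e-17, or adjusted p = 0.158 with an estimated correlation): the chemokine receptor CXCR4 stood at 674 ± 137 CPM against 299.7 ± 49.96 (1.17 ± 0.06), FOXP1 was at 1.01 ± 0.07 and BACH2 at 0.94 ± 0.06. Of 13 hypermutation genes 3 were higher, with POLH at 1.17 ± 0.08, LIG1 at 0.73 ± 0.08 and EXO1 at 0.72 ± 0.18 (list adjusted p = 0.0152, or adjusted p = 0.346 with an estimated correlation). Of 18 light zone activation genes 12 were lower in the dark side (median -0.71, adjusted p = 2.61e-31, or adjusted p = 0.158 with an estimated correlation), with EGR3 at -1.48 ± 0.12 beside EBI3 and EGR2. Of 14 follicular helper T cell genes 10 were lower (median -0.92, adjusted p = 6.19e-14, or adjusted p = 0.324 with an estimated correlation), with the cytokine IL21 at -1.49 ± 0.18, TIGIT at -1.22 ± 0.12 and ICOS at -1.19 ± 0.14. These 6 lists and that of other follicular dendritic cell genes share biology with the genes used for the ranking, so their direction is not independent of it.

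The other called lists went both ways between the sides. The regulatory T cell list was lower in the dark side (median -0.85, adjusted p = 8.36e-05, or adjusted p = 0.333 with an estimated correlation), with TNFRSF18 at -1.48 ± 0.16 and TNFRSF9 at -1.34 ± 0.10. Other follicular dendritic cell genes were lower (median -0.21, adjusted p = 1.19e-06, or adjusted p = 0.166 with an estimated correlation), with SOX9 at -1.10 ± 0.14 and VCAM1 at -0.78 ± 0.07. Other T cell genes were lower as a list (median -0.33, adjusted p = 0.000286), and MHC class II presentation (median -0.27, adjusted p = 1e-08) included its transactivator CIITA at -0.60 ± 0.06. The ribosome list was lower by a median of -0.16 (adjusted p = 0.0111). With an estimated correlation these 3 lists had adjusted p = 0.515, 0.158 and 0.629. Higher in the dark side were lists of the vessel and stroma: endothelial genes (median 0.48, adjusted p = 0.00451, or adjusted p = 0.346 with an estimated correlation), with CLDN5 at 1.65 ± 0.23 and ACKR1 at 1.30 ± 0.17, and fibroblast genes (median 0.56, adjusted p = 0.00451, or adjusted p = 0.266 with an estimated correlation), with FBLN1 at 2.10 ± 0.26 and PDGFRB at 0.78 ± 0.11, while MYH11 was at -1.12 ± 0.14. Counts summed over the fibroblast list changed by 0.0424 on the log2 scale in A1, 0.253 in B1 and 0.284 in D1, below its median. Those summed over the endothelial list changed by 1.03, 0.714 and 0.519, above its median. Macrophage genes (median 0.26, adjusted p = 0.000972, or adjusted p = 0.266 with an estimated correlation) included C1QC at 1.71 ± 0.26, and interferon genes (median 0.41, adjusted p = 0.00198, or adjusted p = 0.346 with an estimated correlation) included IFI44L at 0.91 ± 0.10.

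The remaining 10 lists were not called by camera between the sides. Cytotoxic genes had a median of 0.69 (adjusted p = 0.141), with GZMK at 1.49 ± 0.25, CD8A at 1.29 ± 0.28 and NKG7 at -0.59 ± 0.14. Dendritic cell genes had a median of 0.68 (adjusted p = 0.195), with CLEC10A at 1.77 ± 0.32. The stress list had a median of 0.07 (adjusted p = 0.428), with FOS at 1.08 ± 0.17 and JUNB at -0.75 ± 0.07. Pan B cell genes (adjusted p = 0.531) included BLK at 0.66 ± 0.06, other plasma cell genes (0.628) ITM2C at 0.72 ± 0.08 and IRF4 at -0.61 ± 0.08, and other epithelial genes EMP1 at 1.10 ± 0.20. Mast cell (0.612), neutrophil (0.198) and oxidative phosphorylation (0.195) lists were not called. Sign and test differed in 2 lists: memory B cells had a median of -0.01, a mean of 0.07 and a downward test (adjusted p = 0.876), and other epithelial genes a median of -0.08, a mean of -0.03 and an upward test (adjusted p = 0.929). Adjusted over the list alone, counts were those over all genes except for dendritic cells (5 higher and 2 lower in place of 4 and 1) and neutrophils (0 higher and 2 lower in place of 0 and 0). Of these 10 lists fry called the cytotoxic list (adjusted p = 0.0164). Of the 15 lists that camera called between the sides fry did not call 7: somatic hypermutation (adjusted p = 0.0805), regulatory T cells (0.0805), follicular helper T cells (0.0964), interferon (0.117), endothelium (0.118), other T cell genes (0.137) and ribosome (0.177).

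Markers of other cell classes were read in the sides as medians over spots, in counts scaled to 10000 per spot. CXCL12 was at 1.84 ± 0.438 in the dark side and 0.483 ± 0.186 in the light side, and COL3A1 at 0.803 ± 0.164 and 0. The follicular dendritic and B cell gene CR2 was at 12.2 ± 0.483 and 32.4 ± 4.25, and the plasma cell gene JCHAIN at 6.44 ± 2.16 and 8.38 ± 2.58. The medians of CD8A, C1QB, VWF, KRT5 and IGHD were 0 in both sides. The dark side lay nearer the border: 64.9% ± 4.39 of its spots were 1 step inside it, against 34.8% ± 3.68 of the light side. Whether border spots account for the rises of C1QC, CD8A, GZMK and CLEC10A in the dark side was not tested. Dark spots held 17144 ± 1858 RNA counts and light spots 19946 ± 1027.

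Protein levels were compared over the same regions, as percentages of probe counts. In the germinal centre VCAM1, an adhesion ligand, stood at 5.36% ± 0.805 against 3.24% ± 0.554 in other regions (log2 0.74 ± 0.08, adjusted p = 2.98e-14). The complement receptor CD35 stood at 18.5% ± 0.689 against 11.4% ± 0.580 (log2 0.72 ± 0.09, adjusted p = 3.50e-12), CD21 rose by 0.50 ± 0.09, IgM by 0.43 ± 0.08, CD23 by 0.43 ± 0.10 and HIgG by 0.46 ± 0.09. The Fc receptor CD32 stood at 2.57% ± 0.745 against 4.78% ± 1.06 (log2 -0.88 ± 0.09), IgD at 1.83% ± 0.214 against 3.11% ± 0.673 (-0.62 ± 0.09), CD20 at 1.55% ± 0.376 against 2.42% ± 0.513 (-0.61 ± 0.09), and HLADPRQ, the MHC class II probe, at 6.98% ± 0.0806 against 10.7% ± 0.238 (-0.60 ± 0.10). CD27, CD3, CD29 and CD24 changed by -0.46 ± 0.11, -0.44 ± 0.10, -0.38 ± 0.09 and -0.37 ± 0.10. In all, 24 of 33 proteins were called, 7 higher and 17 lower, in the same direction in all 3 sections for those named. With no block for the pairing by donor 7 were called. The isotype control mIgG2b was among the 7 higher ones (log2 0.25 ± 0.10, adjusted p = 0.0194, 0.469% against 0.398%), so a change of that size was within what background showed. Regions had been defined in part by the RNA of IGHD, CR2, CR1, FCER2 and CD3E, which encode IgD, CD21, CD35, CD23 and CD3.

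Against the mantle, IgD, the receptor of naive B cells, fell most: 1.83% ± 0.214 against 4.94% ± 1.15 (log2 -1.33 ± 0.12, adjusted p = 7.20e-18). CD32 changed by -0.87 ± 0.11, CD20 by -0.67 ± 0.12, HLADPRQ by -0.51 ± 0.13, CD24 by -0.43 ± 0.13 and the integrin ITGA4 by -0.39 ± 0.11. VCAM1 rose by 0.77 ± 0.11 (adjusted p = 4.22e-09), CD35 by 0.49 ± 0.12, HIgG by 0.48 ± 0.12 and its fellow adhesion ligand ICAM1 by 0.32 ± 0.12. In all, 11 proteins were called, 4 higher and 7 lower. Leaving out section D1, after which the sections of donor 1 were the replicates, gave 19, and leaving out the block for the pairing gave 3.

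Between the sides, 26 of 33 proteins were called, 19 with a larger share in the dark side and 7 with a smaller one. CD20 stood at 1.98% ± 0.486 against 1.31% ± 0.324 in the light side (log2 0.60 ± 0.04, adjusted p = 5.47e-07), CD38 at 2.26% ± 0.367 against 1.54% ± 0.250 (0.57 ± 0.04) and HLADPRQ at 8.43% ± 0.103 against 6.05% ± 0.0362 (0.47 ± 0.03). CD32 was at 0.55 ± 0.03, the glycoprotein CD147 at 0.50 ± 0.03, CD29 at 0.46 ± 0.03, CD8 at 0.46 ± 0.05 and the tetraspanin CD81 at 0.41 ± 0.03. The low-affinity IgE receptor CD23 stood at 0.353% ± 0.0968 against 0.649% ± 0.173 (log2 -0.87 ± 0.04, adjusted p = 3.10e-07), HIgG at 3.91% ± 0.324 against 6.41% ± 0.799 (-0.73 ± 0.04) and IgM at 5.81% ± 0.293 against 8.87% ± 0.656 (-0.59 ± 0.05). VCAM1, CD35, ICAM1 and CD21 were at -0.42 ± 0.05, -0.24 ± 0.04, -0.14 ± 0.03 and -0.10 ± 0.04. The isotype control mIgG2a was among the 19, at 0.21 ± 0.07 (adjusted p = 0.0182). Of the 26 called proteins, 24 had the same direction in all 3 sections, while CD28 was at -0.00876 in A1 and IgD at -0.00302 in B1. In all, 6 were called with no block for the pairing. RNA of MS4A1, the gene of CD20, was at -0.45 ± 0.07 between the sides (adjusted p = 1.78e-05, under 1.5-fold and so not called), opposite to the share of its protein. CD20 was not alone in this. The MHC class II presentation list was lower in the dark side (median -0.27) while HLADPRQ rose. Other T cell genes were lower (median -0.33) while CD3 and CD4 rose by 0.33 and 0.28. Of the RNA changes matched to the 19 proteins, 11 were higher and 8 lower.

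Shares depend on the total, and the few most abundant proteins weigh on it. The median log2 change over all proteins was -0.19 in the germinal centre against other regions, -0.10 against the mantle and 0.18 between the sides, and scaling by TMM shifted it by 0.14, 0.09 and -0.13. The splits into higher and lower were 7 and 17, 4 and 7, and 19 and 7. They became 10 and 13, 7 and 6, and 14 and 10 with TMM, 9 and 7, 9 and 3, and 14 and 13 with DESeq2, and 9 and 6, 8 and 7, and 16 and 8 with CD21 and CD35 left out of the total. DESeq2 shifted the medians by 0.13, 0.15 and -0.16, and leaving out CD21 and CD35 by 0.19, 0.13 and -0.08. None of the called proteins was called in the opposite direction under these scalings. Dark spots held 5753 ± 1171 PLA counts and light spots 9345 ± 1552.

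**Figure D3:**
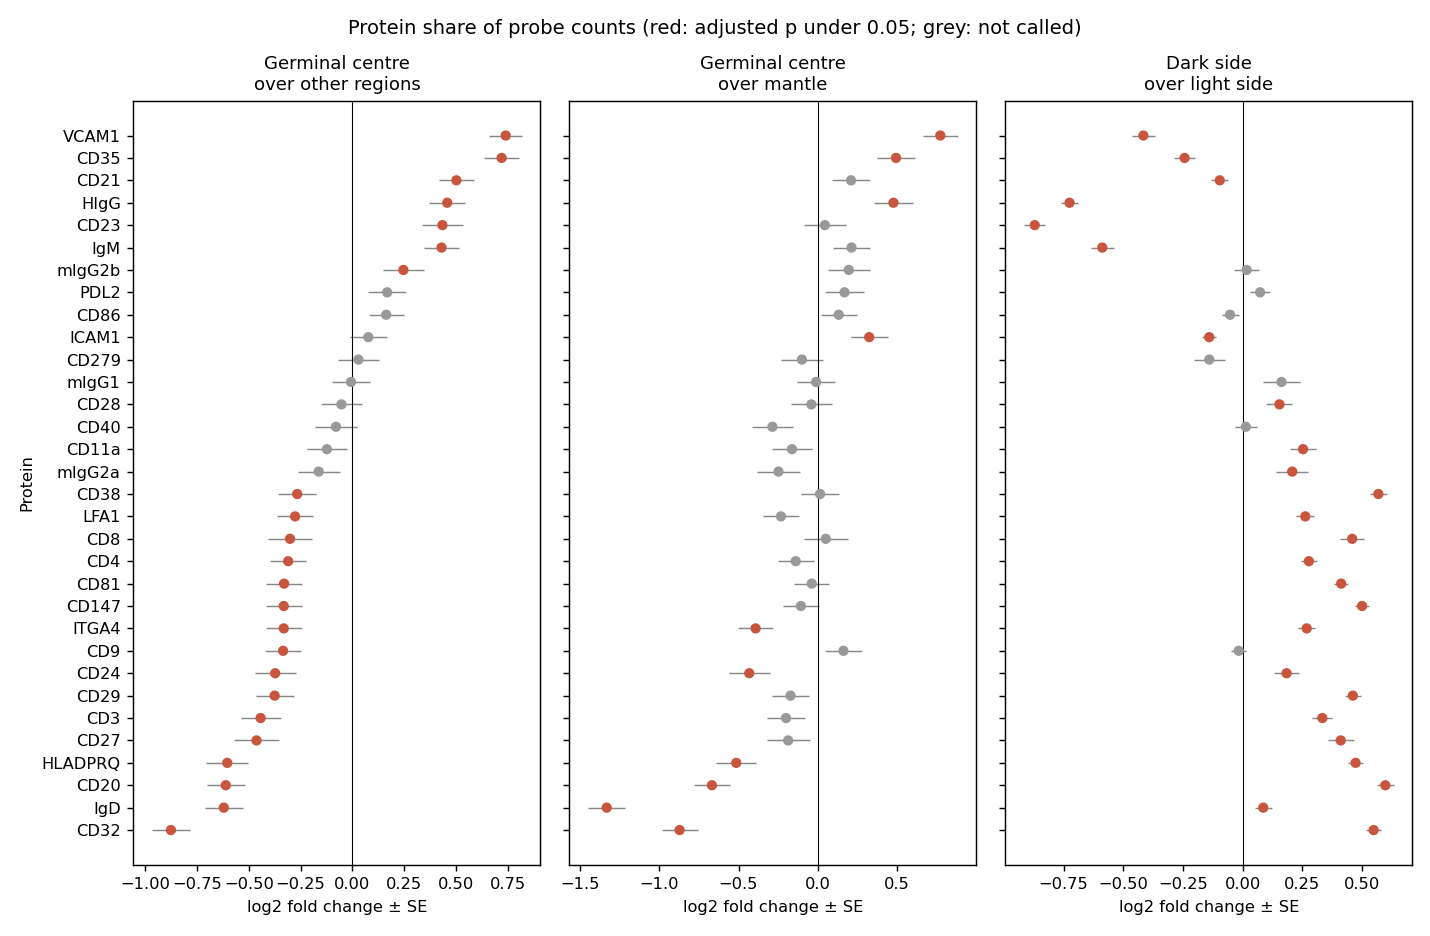
Log2 change of each protein's share of probe counts (horizontal axis, ± standard error) for the proteins shown (vertical axis) in 3 comparisons, from edgeR with n = 2 donors. Red points had an adjusted p under 0.05; VCAM1 is at 0.74 against other regions and IgD at -1.33 against the mantle.

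Single PLA products showed which pairs carried these changes. In the germinal centre against other regions 612 of 1211 products were called, 211 higher and 401 lower. VCAM1_A:VCAM1_B, a product of 2 probes on VCAM1, stood at 0.449% ± 0.101 of products against 0.170% ± 0.0484 (log2 1.45 ± 0.10, adjusted p = 6.93e-09), and VCAM1_A:CD35 at 0.647% ± 0.0262 against 0.247% ± 0.0512 (1.43 ± 0.12). VCAM1_A:CD23 rose by 1.64 ± 0.11 and CD23:VCAM1_B by 1.38 ± 0.10. HLADPRQ_A:IgD changed by -1.38 ± 0.11 and IgD:CD20 by -1.36 ± 0.11. Rare products with the isotype probe mIgG2a_A fell with several partners, such as CD20:mIgG2a_A by 1.89 and CD81:mIgG2a_A by 1.42, at under 0.001% of products each. Against the mantle 388 were called, 133 higher and 255 lower, or 616 without section D1. IgD:IgD stood at 0.224% ± 0.102 against 1.10% ± 0.356 (log2 -2.38 ± 0.17, adjusted p = 3.56e-09). IgD with CD20 (IgD:CD20, -2.24 ± 0.13), with MHC class II (HLADPRQ_A:IgD, -2.22 ± 0.14), with CD32 (IgD:CD32, -2.22 ± 0.17) and with CD21 (CD21:IgD, -2.09 ± 0.17) fell by like amounts. VCAM1_A:VCAM1_B rose by 1.75 ± 0.16, VCAM1_A:CD35 by 1.54 ± 0.18 and VCAM1_A:ICAM1_B by 1.46 ± 0.16.

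Between the sides 688 of 1160 products were called, 485 higher in the dark side and 203 lower. With all regions in 1 fit, 407 of 1215 were called, 278 higher and 129 lower. CD8:CD8 stood at 0.0240% ± 0.00519 against 0.00895% ± 0.000315 (log2 1.38 ± 0.11, adjusted p = 1.38e-11), and CD81:CD8 and CD32:CD8 rose by 1.34 ± 0.17 and 1.32 ± 0.17. VCAM1_A:HIgG stood at 0.0977% ± 0.0191 against 0.250% ± 0.0174 (-1.33 ± 0.07), IgM:CD23 changed by -1.30 ± 0.08, ICAM1_A:CD23 by -1.26 ± 0.10 and CD23:VCAM1_B by -1.23 ± 0.08. The median log2 change of all products was -0.13, -0.12 and 0.19 in the 3 comparisons, and TMM shifted it by 0.12, 0.16 and -0.15. Higher and lower became 305 and 327, 226 and 193, and 329 and 304 with TMM, and 280 and 333, 191 and 215, and 252 and 261 with DESeq2. With CD21 and CD35 left out of the total they were 342 and 188, 169 and 163, and 313 and 223. With no block for the pairing, 194 products were called against other regions, 36 against the mantle and 0 between the sides by edgeR, where 240 had an unadjusted p under 0.05 and DESeq2 with the block called 513.

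Proximity, the observed over the expected count of a product, was above chance for 133 of 930 products, of which 24 joined a protein to itself (of 26 such products tested) and 109 joined different names. CD3:CD3 was at 10.2 ± 1.58 times its expected count (log2 mean 3.52 ± 0.03), IgM:IgM at 6.37 ± 0.339, CD9:CD9 at 5.77 ± 0.324, HIgG:HIgG at 5.90 ± 0.986, IgD:IgD at 5.09 ± 0.160 and CD81:CD81 at 5.30 ± 0.0580. Of products between different proteins, CD29_B:CD279_B, an integrin chain with PD-1, was at 5.54 ± 1.5. Isotype controls set the background: 15 of the 133 held one, and mIgG2a_A:CD11a_B was at 5.07 ± 0.520, so a ratio of that size was reached with no target on one side.

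Proximity differed between the germinal centre and other regions for 388 products, 295 higher and 93 lower. IgD was read more often than expected beside T cell and integrin probes: CD8:IgD was at 2.10 ± 0.247 against 1.15 ± 0.173 (log2 0.85 ± 0.09), CD3:IgD at 1.32 ± 0.257 against 0.756 ± 0.0921 (0.81 ± 0.06), and ITGA4_A:IgD, CD29_A:IgD and LFA1_A:IgD rose by 0.79 ± 0.08, 0.70 ± 0.06 and 0.68 ± 0.07. The isotype pair mIgG2a_A:IgD rose alike, by 0.71 ± 0.17, so the rise was not specific to those partners. CD21:IgD was at 0.441 ± 0.145 against 0.715 ± 0.161 (-0.75 ± 0.10) and CD35:IgD was at -0.68 ± 0.06. Although their shares rose, VCAM1_A:VCAM1_B fell relative to expectation, from 3.78 ± 0.652 to 2.49 ± 0.202 (-0.57 ± 0.06), and CD35:CD35 from 2.85 ± 0.165 to 1.95 ± 0.127 (-0.55 ± 0.06). With no block for the pairing 101 products were called.

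Between the sides 357 of 1090 proximities were called, 81 higher in the dark side and 276 lower. IgM:IgM was at 7.87 ± 0.760 in the dark side against 5.08 ± 0.359 (log2 0.61 ± 0.06, adjusted p = 0.0204), and CD23:IgD, HIgG:IgD and IgM:LFA1_A rose by 0.70 ± 0.10, 0.59 ± 0.06 and 0.76 ± 0.14. CD8, whose share of probe counts was below that of the isotype control mIgG2b, was less often beside several partners: ITGA4_A:CD8 was at 1.23 ± 0.0956 against 1.99 ± 0.182 (-0.69 ± 0.04), CD24_A:CD8 at -0.81 ± 0.16, CD29_A:CD8 at -0.65 ± 0.08 and CD86_A:CD8 at -0.61 ± 0.04. Background pairs moved as far, with mIgG1:HIgG at 1.21 ± 0.13 and mIgG1:CD20 at -1.88 ± 0.40. Without section D1 210 were called, with all regions in 1 fit 182, and with 2 equal parts of the germinal centre in place of 3 limma called 0, with 396 at an unadjusted p under 0.05. With no block for the pairing limma called 0 as well, with 221 at an unadjusted p under 0.05.

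Levels were also read by distance from the germinal centre border, as values without a test. VCAM1 fell outward, from 6.33% ± 1.15 at 3 or more steps inside to 4.77% ± 0.650 at 1 step inside, 3.87% ± 0.645 at 1 step outside and 2.81% ± 0.545 at 7 or more. The log2 ratio of VCAM1 between 1 step inside and 1 step outside was 0.31 ± 0.04 (0.35 in A1, 0.31 in B1, 0.26 in D1). CD35 went from 19.6% ± 1.14 deep inside to 17.5% ± 0.434 and 14.1% ± 0.908 on either side of the border and to 9.36% ± 1.80 far out. CD20 went from 1.33% ± 0.377 deep inside to 2.73% ± 0.567 far out, and IgD from 1.76% ± 0.213 to 3.91% ± 1.55. CD3 was highest 3 steps outside, at 2.13% ± 0.446, against 1.02% ± 0.0813 deep inside and 1.29% ± 0.406 far out. Summed G2/M RNA was highest at 1 step inside, at 2134 ± 353 CPM, with 1723 ± 503 deep inside and 1216 ± 150 at 1 step outside. Light zone activation RNA was highest deep inside, at 2034 ± 316 CPM, against 1640 ± 111 at 1 step inside. Other T cell RNA peaked 3 steps outside at 1867 ± 308 CPM, endothelial RNA 2 steps outside at 279 ± 57.4 and fibroblast RNA 1 step outside at 993 ± 191.

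**Figure D4:**
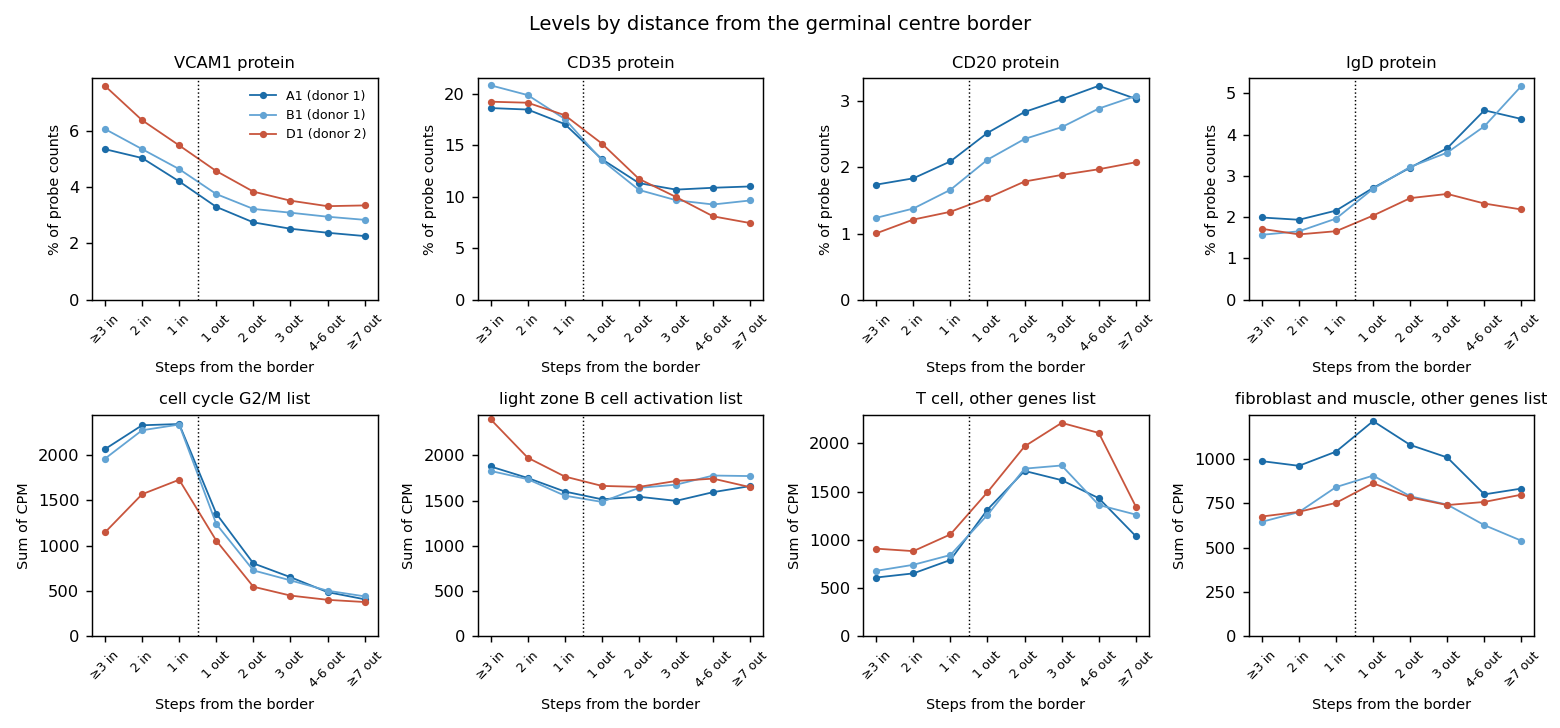
Levels (vertical axes from 0, protein as % of probe counts and gene lists as summed CPM) by spot steps from the germinal centre border (horizontal axes, inside to the left of the dotted line), 1 line per section. VCAM1 falls from 6.33% deep inside to 2.81% far outside, and the G2/M list peaks at 2134 CPM 1 step inside.

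Protein and RNA of the same gene were compared across the spots of each section, for 29 proteins with a matching gene. Spots are not replicates, so these correlations carry no p. The median Spearman correlation was 0.158 ± 0.00983 (SD, n = 3 sections), and 21 of 29 proteins were positive in all 3 sections. CD21 with CR2 was at 0.747 ± 0.0564, IgD with IGHD at 0.543 ± 0.104, CD24 at 0.441 ± 0.0822 and CD3 with CD3E at 0.370 ± 0.0186. The lowest were CD81 at -0.123 ± 0.179, CD38 at -0.0386 ± 0.186, CD147 with BSG at -0.00655 ± 0.0396, CD20 with MS4A1 at 0.0316 ± 0.185 and ICAM1 at 0.0535 ± 0.0914. For each of these 5 the SD over sections exceeded the mean in size.

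**Figure D5:**
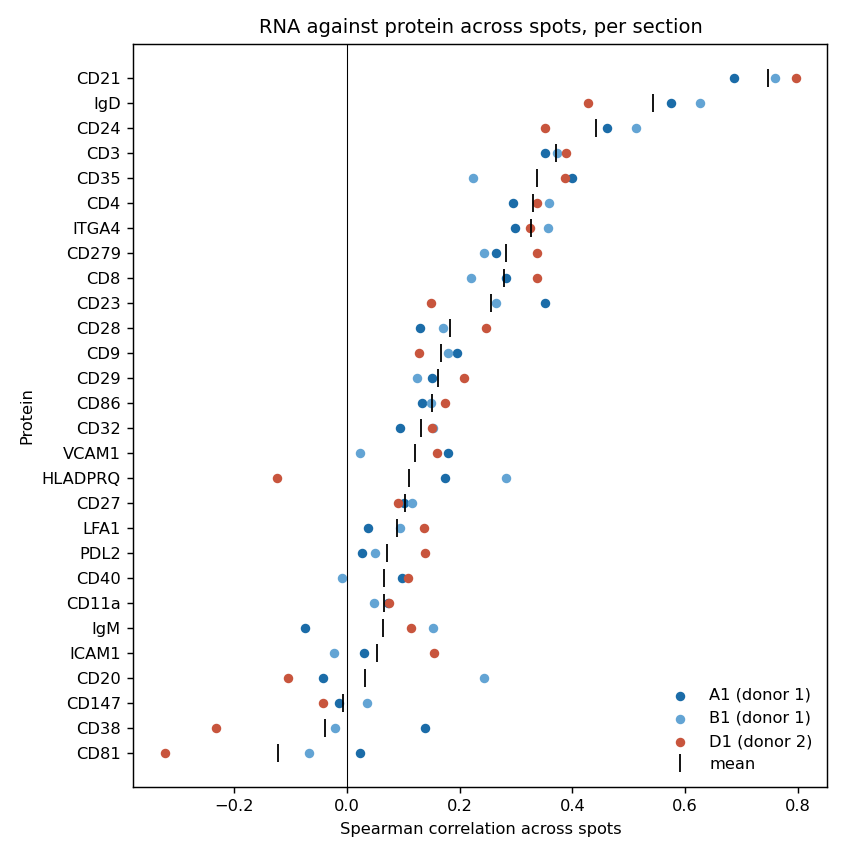
Spearman correlation across spots (horizontal axis) between each protein's share and its RNA for the proteins shown (vertical axis), with 1 coloured point per section and a bar at the mean. CD21 is highest at 0.747 and CD81 lowest at -0.123.

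Sections and donors were set side by side as values only, since donor 2 had 1 section. IgD was the 1 protein of 33 at least 1.5-fold apart between D1 and each section of donor 1, at 3.24% in A1, 3.18% in B1 and 2.02% in D1. Without B1 as a reference, 8 proteins were that far from A1. CD20 was at 2.65%, 2.28% and 1.55%, CD32 at 5.17%, 4.10% and 3.02%, CD8 at 0.310%, 0.329% and 0.479%, and VCAM1 at 3.22%, 3.79% and 4.86%. Within the mantle region IgD was at 5.66%, 5.55% and 3.61%.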

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

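Of the tests in this part, 6 were chosen only after the result was seen: the counts per spot of 19 proteins and the RNA of their matching genes, the 2 tests over all genes of the fibroblast and endothelial lists, the share of isotype pairs above chance, and the share of other pairs of low expected count above chance. The effects of 177 proteins and gene lists were screened for ones that went one way in both sections of donor 1 and the other way in D1, and 14 did. If signs were random, 25% would do so. The difference between donors was not tested in any of them, since donor 2 had 1 section. Against other regions, CD279 (PD-1) was at -0.0465 on the log2 scale in A1, -0.0025 in B1 and 0.0821 in D1, CD40 at -0.14, -0.30 and 0.0443, and the isotype control mIgG1 at 0.0835, 0.0476 and -0.0949. The follicular helper T cell list was at -0.06, -0.07 and 0.22, MHC class II presentation at -0.01, -0.18 and 0.11, and the fibroblast and muscle list at 0.0637, 0.0270 and -0.0539. Against the mantle, CD23 was at -0.36, -0.03 and 0.29, CD38 at 0.30, 0.07 and -0.19, and CD8 at 0.22, 0.0486 and -0.0519. The regulatory T cell list was at 0.31, 0.31 and -0.0728, the endothelial list at 0.29, 0.0252 and -0.0549, and the stress list at 0.0325, 0.0238 and -0.0548. Between the dark and light sides, CD40 was at -0.0125, -0.00585 and 0.0276, and CD86 at -0.13, -0.08 and 0.00076.

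The first pattern weighed was that 19 proteins took a larger share of probe counts in the dark side of the germinal centre, 1 of them the isotype control mIgG2a, which has no matching gene. Of these, 0 of 19 had more counts per spot in the dark side in all 3 sections, and 16 had fewer in all 3. That count decides nothing, because the PLA total per spot was lower in the dark side by 0.92 on the log2 scale in A1, more than the largest rise in share there (0.64). Whether a few abundant proteins that fell raised the shares of the rest therefore cannot be told apart from separate rises. With CD21 and CD35 left out of the total, 16 of the 19 were still called higher. That does not decide it either, because other proteins that fell stayed in the total. From the light to the dark side IgM went from 8.87% to 5.81%, HIgG from 6.41% to 3.91% and VCAM1 from 5.96% to 4.39%. A difference in PLA depth between the sides was excluded as the whole cause, since spots matched on PLA count kept 90.3% ± 3.36 of the median change (0.33 before matching and 0.30 after). Higher RNA of the same proteins cannot be told apart from no change, because the matching genes had a median log2 change of 0.0932 with 11 higher and 8 lower. Shares are relative, so their rise is not read as a rise in protein.

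The second pattern was that genes of fibroblasts and vessels (ACKR1, EGFL7, CLDN5, PDGFRA, PDGFRB, MMP2 and FBLN1) were higher in the dark side. Dark spots lay nearer the border, so neighbouring tissue was a possible source. Among spots 2 or more steps inside the border, however, 81.2% ± 3.59 of the median change was kept (1.13 over all spots and 0.92 inside). The change of these 7 genes was therefore not limited to border spots. They were chosen as called higher over spots that include the inner ones, so the share kept may be too high. It does not exclude the border. Over all 21 tested genes of the 2 lists, among them MYH11 at -1.12, 61.1% ± 11.8 of a median of 0.44 was kept, so for the lists as a whole the border cannot be told apart from a change inside. Matching spots on RNA count kept 94.8% ± 11.9 for the 7 genes and 83.9% ± 2.51 for all 21, which excludes depth as the whole cause. CXCL12, which reticular cells of the dark zone are known to make, kept 77.1% ± 8.84 of its change inside (1.80 over all spots and 1.40 inside). A candidate explanation is a reticular and vascular network on the dark side, as a hypothesis found and tested on the same data. Contributions from vessels that cross the germinal centre were not separated from it.

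The third pattern was that 15 pairs with an isotype control were above chance in proximity. Probe background that is alike for every pair stays open: 21.1% of 71 tested isotype pairs were above chance, against 11.3% of 833 pairs of different proteins without an isotype. A low expected count may contribute, since among pairs of different proteins without an isotype 26.02% of 196 with an expected count under 50 were above chance, against 6.75% of 637 with a higher one. Whether few counts alone explain the isotype pairs cannot be told apart, as 1 of the 15 was still tested at a minimum expected count of 50, and that 1 stayed above chance. No biological explanation was tested. Proximities of different proteins at low expected counts are therefore not read as contact.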

How the results depend on the processing

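Chosen only after the result was seen were the tests without CD21 and CD35 in the total, without the low-count unnamed cluster, with the follicular dendritic cell network counted as germinal centre, the gene list block tests, and the tests leaving out 1 section for gene lists, correlations, border profile and section differences. For 17 results, 189 alternatives were run, and 167 stayed within 1.5-fold of the reported count, or within 1 SD of a reported value, while 22 did not. With no replicate block for the pairing by donor, the count fell to 59 for RNA between the sides, to 7, 3 and 6 for proteins (germinal centre against other regions, against the mantle, and between the sides), to 194, 36 and 0 for products in the same order, and to 101 and 0 for proximity (germinal centre and between the sides). Where edgeR gave 0 for products, 240 had an unadjusted p under 0.05 and DESeq2 with the block called 513. Where limma gave 0 for proximity, 221 had an unadjusted p under 0.05. These falls follow from construction, as donor differences then enter the spread. Unblocked RNA counts in the germinal centre, 1814 against other regions and 1630 against the mantle, stayed within 1.5-fold, as did 133 proximities above chance and 13 and 13 gene lists. DESeq2 called 995 genes in RNA between the sides, and the cause was not tested. Leaving CD21 and CD35 out of the total called 15 proteins against other regions, with 31 tested. Fitting all regions together called 407 products and 182 proximities between the sides, and the cause was not tested. With 2 equal parts of the germinal centre in place of 3, limma called 0 proximities, with 396 at an unadjusted p under 0.05, and the cause was not tested. A minimum expected count of 50 left 65 of 673 proximities above chance, with fewer products tested. With an estimated correlation camera called 0 of 26 and 0 of 25 gene lists, with 10 and 5 at an unadjusted p under 0.05. The median partial correlation of RNA and protein given both depths was 0.172. Leaving out 1 section at a time gave 1952 to 2312, 2098 to 2671 and 1432 to 1748 RNA genes, 23 to 27, 11 to 19 and 22 to 25 proteins, and 542 to 679, 326 to 616 and 579 to 672 products. It gave 117 to 126 proximities above chance, 307 to 518 in the germinal centre and 210 to 330 between the sides, 14 to 16 gene lists in either comparison, and 1 to 8 proteins apart between sections. Median correlations were 0.153 to 0.162, and the VCAM1 border ratio was 0.28 to 0.33. Without D1, which removes donor 2 and makes the sections of donor 1 the replicates, proteins against the mantle rose to 19, products to 616, and proximities between the sides fell to 210. Without B1, 8 proteins were apart between sections. Each named item was checked under each alternative in which it was tested. No called item reversed, and 3 correlations moved by more than 1 SD: CD21 to 0.675 and CD147 to 0.0806 as partial correlations, and CD3 to 0.400 by Pearson. Of these CD147 changed sign. Within 1 SD, signs changed for CD38 (0.0528 as a partial correlation, and above 0 without D1), CD147 (0.0128 by Pearson, and above 0 without D1) and CD20 (below 0 without B1). The call was lost in 104 of 956 checks of an item under an alternative for RNA between the sides, in 46 of 211 for proximity between the sides and in 0 of 240 for RNA against the mantle. Dropping the PLA minimum changed 1 spot and so tests nothing. Changes at the required fold are easily missed: in simulated data 22 of 67 genes changed 2-fold were called in the germinal centre and 26 of 67 changed 1.5-fold between the sides, against 62 of 66 and 63 of 66 changed 4-fold.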

Other observations

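Other named genes of the germinal centre included NLRP4 at 26.2 ± 28.6 CPM against 5.62 ± 7.52 in other regions (log2 2.66 ± 0.16) and the Notch-related DNER at 26.3 ± 25.3 CPM against 6.46 ± 7.73 (2.52 ± 0.18), whose SD over sections was as large as their mean although the direction was the same in all 3 sections. TRIM29 changed by -2.76 ± 0.38, PAX1 by -2.73 ± 0.39, and CALML3, an epithelial calmodulin, by -3.17 ± 0.42. In the mantle, MYO7B stood at 49.5 ± 25.2 CPM against 5.67 ± 1.42 in the germinal centre and FAM177B at 32.3 ± 16.5 CPM against 3.67 ± 1.91. Between the sides, ATP8B3 was at 1.94 ± 0.18, VIT at -1.94 ± 0.12 and GNG4 at -1.60 ± 0.16.

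Distance profiles of other lists had their extremes outside the germinal centre. Memory B cell RNA rose from 666 ± 79.3 CPM deep inside to 1446 ± 93.1 at 3 steps outside, dendritic cell RNA from 48.8 ± 3.05 to 240 ± 35.9 and cytotoxic RNA from 43.5 ± 4.88 to 214 ± 45.2 at the same step. Epithelial RNA rose to 510 ± 514 CPM at 7 or more steps, with an SD above its mean. CD4 protein followed CD3, with 2.27% ± 0.191 deep inside and 3.78% ± 0.298 at 3 steps outside. HLADPRQ rose outward from 6.06% ± 0.122 to 11.5% ± 0.767, while summed MHC class II RNA was 14201 CPM deep inside and 13849 CPM far out. Spots 1 step outside belonged to the follicular dendritic cell network in 20.7% of cases in A1, 19.1% in B1 and 26.1% in D1.

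The isotype controls gave the background of the assay. Over whole sections the isotype control mIgG1 took 0.0195%, 0.0292% and 0.0357% of probe counts in A1, B1 and D1, mIgG2a 0.137%, 0.228% and 0.246%, and mIgG2b 0.371%, 0.409% and 0.523%. CD8 at 0.310%, 0.329% and 0.479% was below mIgG2b in each section, and CD27 at 0.307%, 0.367% and 0.377% was too; these levels are not corrected for the number of probes per protein. HIgG, whose target is not given in the sources used here, took 4.07%, 3.68% and 5.16%.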
